# Multiplex-GAM: genome-wide identification of chromatin contacts yields insights overlooked by Hi-C

**DOI:** 10.1038/s41592-023-01903-1

**Published:** 2023-06-19

**Authors:** Robert A. Beagrie, Christoph J. Thieme, Carlo Annunziatella, Catherine Baugher, Yingnan Zhang, Markus Schueler, Alexander Kukalev, Rieke Kempfer, Andrea M. Chiariello, Simona Bianco, Yichao Li, Trenton Davis, Antonio Scialdone, Lonnie R. Welch, Mario Nicodemi, Ana Pombo

**Keywords:** Chromatin structure, Genome informatics, DNA sequencing, Chromatin analysis, Epigenomics

## Abstract

Technology for measuring 3D genome topology is increasingly important for studying gene regulation, for genome assembly and for mapping of genome rearrangements. Hi-C and other ligation-based methods have become routine but have specific biases. Here, we develop multiplex-GAM, a faster and more affordable version of genome architecture mapping (GAM), a ligation-free technique that maps chromatin contacts genome-wide. We perform a detailed comparison of multiplex-GAM and Hi-C using mouse embryonic stem cells. When examining the strongest contacts detected by either method, we find that only one-third of these are shared. The strongest contacts specifically found in GAM often involve ‘active’ regions, including many transcribed genes and super-enhancers, whereas in Hi-C they more often contain ‘inactive’ regions. Our work shows that active genomic regions are involved in extensive complex contacts that are currently underestimated in ligation-based approaches, and highlights the need for orthogonal advances in genome-wide contact mapping technologies.

## Abstract (web summary)

Multiplex-genome architecture mapping (multiplex-GAM) enables rapid, unbiased, ligation-free mapping of genome-wide chromatin interactions.

## Main

Our understanding of gene regulation has been dramatically transformed by genome-wide methods for identifying regulatory elements (for example ChIP-seq, ATAC-seq)^1^ and by technologies that show how these elements are connected to one another through 3D genome conformation (for example, Hi-C)^2^. However, many cell types of interest are too rare to assay using these methods. Although single-cell variants of Hi-C are available, they require purified, disaggregated cell suspensions, which can be unachievable for rare cell types embedded in complex tissues. Furthermore, methods based on chromatin conformation capture usually focus on contacts between pairs of elements, neglecting higher-order associations. We previously showed that genome architecture mapping (GAM) can identify three-way chromatin contacts and achieves strong enrichment for contacts between regions containing active genes, enhancers and super-enhancers while requiring only a few hundred cells^3^. GAM has also been recently used for haplotype reconstruction and phasing of genetic variants, an essential prerequisite for detection of allele-specific analysis of chromatin contacts in non-model organisms or individuals with unknown haplotypes^4^.

The original GAM protocol involves DNA sequencing of many individual thin nuclear slices (which we call nuclear profiles), each isolated in a random orientation from a different cell in the population. The principle behind GAM is that DNA loci that are physically close to each other in the nuclear space are present in the same nuclear profile more frequently than loci that are remote from one another. In the prototype version of GAM, a collection of thin (200 nm) cryosections were cut through a sample of mouse embryonic stem cells, before microdissection of single nuclear profiles into separate polymerase chain reaction (PCR) tubes, followed by lengthy manual preparation of sequencing libraries to determine the DNA content of each tube.

We now introduce several significant improvements to GAM. First, to reduce the hands-on time required for sequencing hundreds or thousands of nuclear profiles, we developed multiplex-GAM. In this variant of GAM, multiple independent nuclear profiles can be added into a single tube and then sequenced together, cutting down on both labor and reagent costs. Second, we optimized the protocol for DNA extraction from nuclear profiles such that it is now compatible with liquid dispensing robots, further reducing time and reagent volumes required to generate a GAM dataset. Third, we extended the SLICE statistical model for analysis of GAM data to cover a wider range of experimental parameters, including the addition of multiple nuclear profiles per tube. We also use the SLICE statistical model to determine optimal experimental parameters to aid the design of GAM experiments in different cells and organisms. Fourth, we expanded our GAM dataset on mouse embryonic stem cells from 408 to 1,250 cells, which we use for comparison with Hi-C. Finally, we show that many contacts are equally detected by both methods, but also identify method-specific contacts, especially those that involve simultaneous associations between three or more genomic elements. We show that GAM is a versatile methodology for mapping chromatin contacts that has several advantages over Hi-C (Supplementary Table 1). We also provide a framework to design GAM experiments that considers the depth of chromatin contact information required and minimizes data collection effort.

## Results

### Multiplex-GAM reduces sequencing costs and hands-on time

We previously published a GAM dataset of 408 single nuclear profiles (408 × 1NP) from mouse embryonic stem cells, in which each nuclear profile was isolated from a different nucleus into a single PCR tube (Fig. 1a, original-GAM)^3^. We showed that the number of times that particular genomic loci are found together in the same nuclear profile (their co-segregation) is a measure of their physical proximity in the original population of cells, with high co-segregation values indicating that the regions are close in space. Each nuclear profile contains only ~5% of the genome, and loci on different chromosomes are found together in less than 1% of nuclear profiles. We therefore reasoned that combining more than one nuclear profile into a single sequencing library would not reduce our ability to distinguish interacting from non-interacting loci (Fig. 1a, multiplex-GAM).

**Fig. 1:**
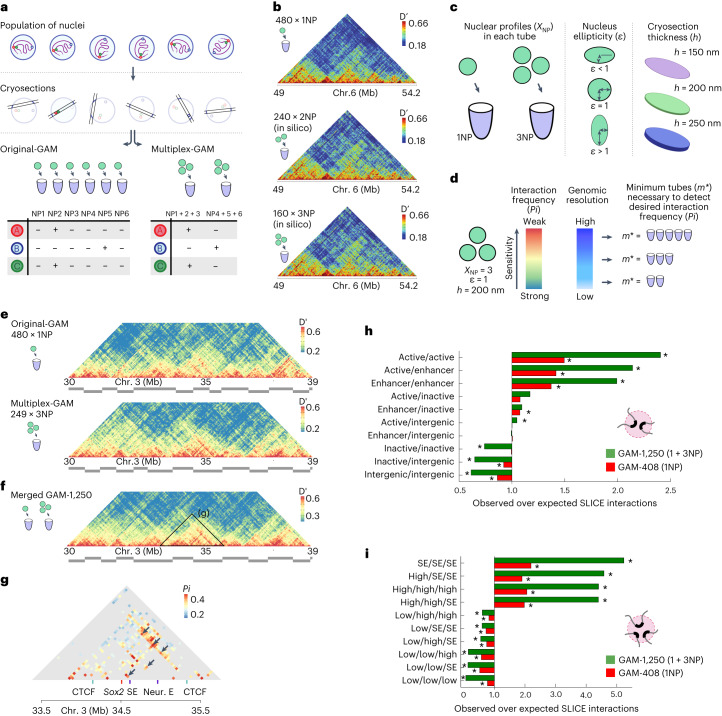
An updated mouse embryonic stem cell chromatin contact map produced with multiplex-GAM. **a**, In a standard GAM experiment, thin slices from individual nuclei (nuclear profiles, NPs) are isolated by cryosectioning and laser microdissection, before the DNA content of each slice is determined by next-generation sequencing. In a multiplex-GAM experiment, DNA from multiple NPs is extracted and sequenced together, reducing sequencing costs. **b**, Multiplex-GAM data constructed in silico by combining 1NP datasets at 40 kb resolution (chromosome (chr.) 6, 49–54 Mb). Contact maps were produced from single-NP data (top), in silico 2NP data (middle) and in silico 3NP data (bottom). Dʹ, normalized linkage disequilibrium. **c**, The updated SLICE model accounts for the number of NPs multiplexed in each tube (*X*_NP_), the nuclear ellipticity (*ε*) and the thickness of each NP (*h*). **d**, SLICE models can be used to guide the experimental design, for example to estimate the minimum number of tubes (m*) needed to achieve a given statistical power. **e**,**f**, Visualization of contacts centered at the *Sox2* locus (chr. 3, 30–39 Mb) in GAM 1NP data and 3NP data (**e**), and the combined GAM-1,250 dataset (**f**), all at 40 kb resolution. **g**, Significant pairwise interactions at 40 kb resolution identified by SLICE between functional elements in the *Sox2* locus, including the *Sox2* gene and its closest super-enhancer (SE). The arrows indicate previously identified interactions between these elements^38^. Neur. E, neuronal enhancer. **h**,**i**, Enrichment analysis of pairwise interactions (**h**) and triplet interactions (**i**) identified by SLICE involving active, inactive, intergenic or enhancer regions (**h**) and topologically associating domains that are highly transcribed (high), lowly transcribed (low) or that overlap super-enhancers. (**i**) for the GAM-1,250 dataset and the original GAM-408 dataset. Statistically significant enrichments or depletions (those falling outside 95% of randomized observations after Bonferroni correction) are marked by an asterisk.

To test this idea, we used a dataset of 481 single nuclear profiles sequenced individually (481 × 1NP), which consists of 408 previously published samples^3^ plus 73 additional single nuclear profile (1NP) datasets (Supplementary Table 2). To simulate multiplex sequencing of two or three nuclear profiles (2NP or 3NP), we combined 480 of the single nuclear profile datasets and generated 240 or 160 in silico GAM samples containing two or three nuclear profiles, respectively. We then re-calculated co-segregation matrices from these simulated multiplex-GAM datasets and found that these were visually highly similar (Fig. 1b) and highly correlated (Extended Data Fig. 1).

To formally understand the effect of including several nuclear profiles in multiplex-GAM experimental designs and to optimize our experimental parameters, we extended SLICE, the statistical tool previously developed to infer non-random DNA interaction probabilities from locus co-segregation in GAM data (Extended Data Fig. 2)^3^. SLICE now considers the effects of number of nuclear profiles per GAM sample, nuclear ellipticity and nuclear profile thickness (Fig. 1c, Extended Data Fig. 3a–d and Supplementary Table 3). To determine the optimal parameters for collection of multiplex-GAM datasets in mouse embryonic stem cells, we applied the updated SLICE model to estimate the minimal number of tubes (m*) required to detect chromatin contacts in different experimental designs (for example, different numbers of nuclear profiles per GAM sample; Supplementary Note). In general, multiplex-GAM performs similarly to original-GAM, but can require an increased number of nuclear profiles to detect the weakest contacts (including inter-chromosomal contacts), or to work at the highest genomic resolutions (that is, smaller window sizes; Fig. 1d).

Using the updated SLICE model, we calculate optimal experimental parameters for the application of GAM to a range of different organisms and cell types. Despite differences in ploidy and nuclear geometry between the selected cell types, we find that the minimum number of tubes (m*) required to reach a given statistical power is approximately constant (requiring only ~200 tubes to detect contacts with a probability of interaction (*Pi*) ≥ 30%) provided that each sample is collected with the optimal number of multiplexed nuclear profiles (Extended Data Fig. 3e). Finally, we determined the optimal experimental parameters for producing a new multiplex-GAM dataset in mouse embryonic stem cells, and found that 3–10 nuclear profiles per GAM library is optimal. For example, a GAM dataset of ~250 libraries each multiplexed with three nuclear profiles (that is, obtained from a total of only 750 mouse embryonic stem cells) would be sufficient to sample contacts with interaction probabilities above 50% at a resolution of 30 kb across genomic distances >100 kb, while reducing reagent costs and experiment time by two-thirds (Extended Data Fig. 3f).

Next, we implemented several improvements to the original experimental pipeline for GAM data collection, including staining of cell profiles for better identification (Extended Data Fig. 4a). First, we screened for chemical stains compatible with both the direct visualization of the nucleus prior to microdissection and high-quality DNA extraction. We found that most DNA stains prevent subsequent extraction and/or amplification of DNA from nuclear profiles, probably because they bind too strongly or damage DNA (Extended Data Fig. 4b). We identified a cresyl violet stain that does not distinguish the cytoplasm from the nucleus, but greatly improves identification of cellular profiles during microdissection without affecting DNA extraction (Extended Data Fig. 4c,d). To estimate the frequency of cellular profiles that intersect the nucleus in a cresyl violet collection, we counterstained mouse embryonic stem cell cryosections with SYTO RNASelect and 4,6-diamidino-2-phenylindole (DAPI), and found that approximately three in four cellular profiles intersect the nucleus (Extended Data Fig. 4e,f).

To directly test the multiplex-GAM approach with our revised experimental pipeline, we collected a new batch of 249 multiplex-GAM sequencing libraries, each containing three nuclear profiles on average, from an independent biological replicate of mouse embryonic stem cells (Fig. 1e). The genomic coverage was comparable across different collection batches (18% of 40 kb windows are detected per nuclear profile on average; Extended Data Fig. 5a,b) and was consistent with the expected presence of three nuclear profiles per library on average (7% for 1NP data, 20% for 3NP in silico data). Comparison of normalized linkage matrices between the 249 × 3NP multiplex-GAM dataset and the 481 × 1NP original-GAM dataset indicated that local contact information is well preserved in multiplex-GAM (Fig. 1e). The 249 × 3NP dataset had a detection efficiency (probability of detecting any given genomic window) of 89% at 40 kb, and 80% of windows were detected at least 40 times. We therefore concluded that the quality of the 249 × 3NP dataset was at least as good as the 481 × 1NP dataset, which had a detection efficiency of 93% at 40 kb resolution and 80% of windows were detected at least 28 times.

We next considered the possibility of merging the 1NP and 3NP datasets. We first confirmed in silico that combining 1NP and 3NP libraries does not reduce the quality of the dataset (Extended Data Fig. 5c). We therefore merged the experimental 1NP and 3NP datasets to create a combined GAM dataset spanning a total of 1,250 nuclear profiles, each from a different cell (Fig. 1f). To confirm the increased statistical power of the combined 1 + 3NP dataset, we used SLICE to identify interacting regions and compared them with those obtained with the original 408 × 1NP dataset^3^ (Fig. 1g). We detect a greater number of interacting regions using the deeper 1 + 3NP dataset compared with the published 1NP data for both pairwise (Fig. 1h and Extended Data Fig. 5d) and three-way interactions (Fig. 1i), further confirming that the most prominent interactions found in mouse embryonic stem cells involve active and enhancer genomic regions. The 1 + 3NP dataset also enabled detection of 4,711 significant interactions with a 10% false discovery rate threshold (Extended Data Fig. 5e and Supplementary Table 4).

One of the key aims of genome-wide 3D chromatin folding assays is the detection of topologically associating domains (TADs)^5^. We compared TAD boundary calls between GAM, bulk Hi-C^6^ and single-cell Hi-C^7^, and found that the three approaches detect a similar set of boundaries (Extended Data Fig. 6a–d). Boundaries detected by all methods tend to have stronger insulation than boundaries detected by only one method. Others have reported a similar overlap of TADs called from the same dataset by different algorithms^8^; thus, these unique TADs are likely to reflect inherent method-dependent variability. The distribution of previously described features enriched at TAD boundaries was similar for boundaries common to Hi-C and GAM, although a few epigenetic features were not found enriched in the small number of boundaries unique to GAM (123; Extended Data Fig. 6e).

### Identification of differential and common contacts

GAM detects far more contacts at larger genomic distances than Hi-C, such as megabase-range contacts between super-enhancers, validated by single-cell fluorescence in situ hybridization (FISH) experiments^3^. In silico modeling of Hi-C and GAM data has shown that GAM performs better than Hi-C at capturing real distances (Spearman correlation: −0.89 for Hi-C and −0.99 for GAM)^9^. To investigate genome-wide differences between GAM and Hi-C in an unbiased fashion, we developed a method for directly comparing matrices derived from the two methods. For these analyses, we considered contacts between loci separated by ≤4 Mb, given that the fidelity of Hi-C decreases at larger genomic distances. The selected genomic length scale is useful in most current applications of chromatin contact mapping; in particular, it is sufficient for the detection of enhancer–promoter contacts in most instances.

Given that GAM and Hi-C data have very different numerical distributions, we first applied a distance-based *z*-score transformation to both datasets to address the distance decay (Fig. 2a, rows 1 and 2). We then subtracted the two normalized matrices (row 3) and extracted the most divergent contacts, that is, those for which the difference between the two matrices was greater than the 5% extremes defined by a fitted normal distribution (row 4). We refer to these most differential contacts as GAM-specific or Hi-C-specific contacts. To explore the contacts that are well detected by both GAM and Hi-C, we also established a set of strong-and-common contacts by selecting the 10% strongest contacts from among the least differential contacts (with *z*-score delta <1.0; row 5).

**Fig. 2:**
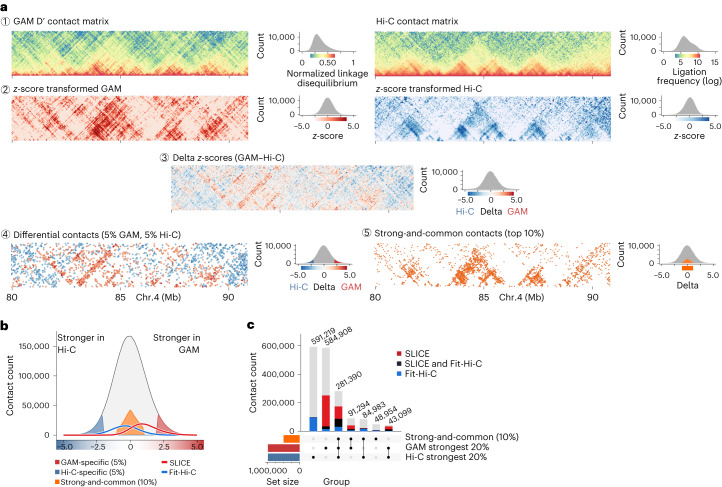
GAM and Hi-C show strong, method-specific contacts. **a**, Strategy to assess differences and similarities between GAM and Hi-C contact maps (chr. 4, 80–90 Mb). GAM and Hi-C contact data have different distributions (1); therefore, contacts at the same genomic distance undergo *z*-score transformation (2). Hi-C *z*-scores are then subtracted from GAM *z*-scores to generate a delta *z*-score matrix (3), from which we extract the 5% most differential contacts between GAM and Hi-C (GAM-specific or Hi-C-specific; 4) and the top 10% of contacts common for both methods (strong-and-common; 5). **b**, Interactions identified by SLICE or by Fit-Hi-C shown in the distribution of delta *z*-scores. **c**, Overlap of contacts co-occurring in combinations of the top 20% strongest contacts from GAM and Hi-C, and the 10% strong-and-common set. Intersection groups are colored by fraction supported by SLICE or Fit-Hi-C.

We verified that the GAM-specific and Hi-C-specific contacts have similar distance decays (Extended Data Fig. 7a), and most are also found with alternative normalization methods (Extended Data Fig. 7b). We also verified that the GAM-specific contacts selected have high intensity in GAM and low intensity in Hi-C, and vice versa for Hi-C-specific contacts (Extended Data Fig. 7c). Furthermore, we determined whether the most prominent contacts captured with SLICE from GAM data, or with Fit-Hi-C from Hi-C data, were differentially detected between the two methods (Fig. 2b and Extended Data Fig. 7c). Whereas the strongest GAM contacts detect a proportion of Fit-Hi-C contacts, the strongest Hi-C contacts are strongly depleted from the most prominent SLICE contacts detected in GAM data (Fig. 2c). Finally, we investigated the detectability of the genomic windows involved in Hi-C- or GAM-specific contacts, and found that GAM-specific contacts tend to originate from windows with the strongest detectability whereas Hi-C-specific contacts tend to involve fewer ligation events (Extended Data Fig. 7d). Strong-and-common contacts are often found in the 20% strongest Hi-C and/or GAM contacts (Extended Data Fig. 7c), and have a distance decay that peaks at 300–1,000 kb (Extended Data Fig. 7e). Many of the strong-and-common contacts are also detected by SLICE analyses of GAM data and/or by Fit-Hi-C analysis of Hi-C data (Fig. 2c).

### Multiplex-GAM detects many active contacts missed by Hi-C

To assess whether the contacts differentially detected by GAM or Hi-C have important biological roles, we investigated whether they were enriched for particular genomic features (Fig. 3a). We created a dataset of features including repeat elements, heterochromatin marks, transcription factor binding sites, RNA polymerase II and transcription-related histone marks (Supplementary Tables 5 and 6). We then counted the number of contacts in each category (GAM-specific, Hi-C-specific, strong-and-common) between each possible pair of features (for example, CTCF–CTCF, p300–Nanog, and so on), and looked for feature pairs overrepresented (enriched) or underrepresented (depleted) from GAM-specific or Hi-C-specific contacts relative to distance-matched random backgrounds (Extended Data Fig. 8a and Supplementary Table 7).

**Fig. 3:**
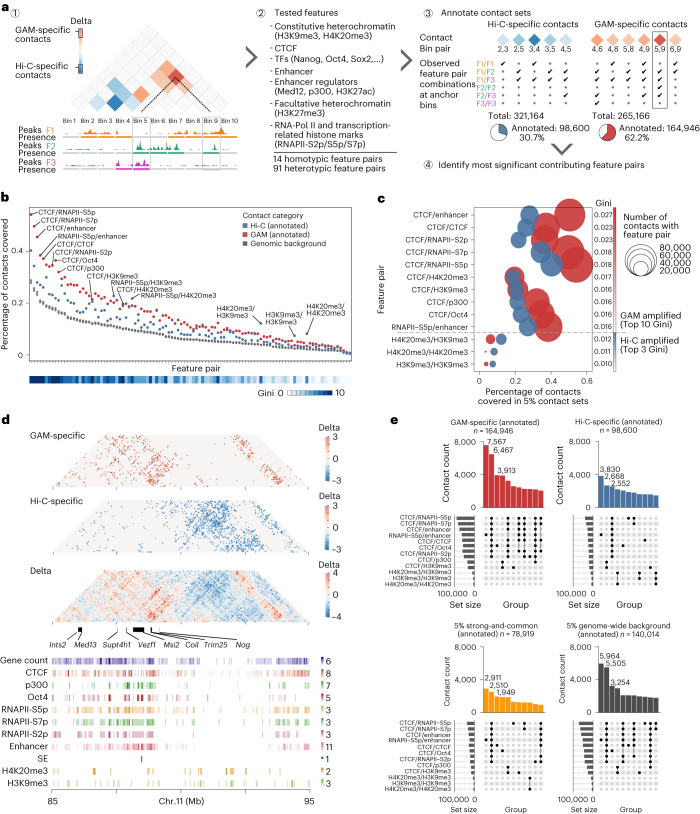
Gene activity at anchor points distinguishes differential contacts. **a**, Schematic for detecting feature pair enrichments in GAM- or Hi-C-specific contacts (red and blue, respectively). Each contact is defined by two genomic anchor points that we categorized as either positive or negative for peaks of the respective feature (1). We assessed 105 feature pairs (2) and quantified feature occurrences at the anchor points, filtering out contacts with no feature pairs (3) to identify most distinctive feature combinations between GAM-specific and Hi-C-specific contacts (4). TF, transcription factor. **b**, Top: frequency of feature pairs in annotated GAM-specific and Hi-C-specific contacts ranked by their presence in the genome. Bottom: heatmap track for the Gini impurity score using the random forest classification, which was trained to discriminate GAM-specific and Hi-C-specific contacts. **c**, Feature pairs with the highest discriminatory power. Top 10 by mean decrease of Gini impurity, all amplified in GAM (top) and the top 3 feature pairs with the strongest amplification (highest abundance in Hi-C relative to GAM; below dashed line) relative to the abundance of the feature pair in the contact sets. **d**, Top: contact matrices of GAM-specific and Hi-C-specific contacts at an example locus (chr. 11: 85–95 Mb). Bottom: locations of distinctive features. **e**, UpSet plots quantifying the co-occurrence of enriched feature pairs selected in **c** for contacts of each subgroup.

We found most feature pairs more frequently in the sets of specific contacts than in the genomic background (Fig. 3b and Supplementary Tables 8 and 9). Most of the feature pairs show a stronger enrichment in GAM-specific contacts than in Hi-C-specific contacts, whereas only a small subset of feature pairs are more frequent in Hi-C-specific contacts. To prioritize the most important of feature pairs that best discriminate GAM- and Hi-C-specific contacts, we used a random forest method (Extended Data Fig. 8b,c). Of the 10 feature pairs with the highest discriminatory power, six involve the known architectural factor CTCF, interacting with active features (RNA polymerase, p300, enhancers or Oct4). Interestingly, CTCF–CTCF and CTCF–heterochromatin contacts were also enriched in GAM-specific contacts. By contrast, heterochromatin regions (that is, those marked by H3K9me3 or H4K20me3) were the only features most enriched in the set of Hi-C-specific contacts (Fig. 3c).

As an example, we observe an extensive network of GAM-specific contacts at the 5′ side of the 11qC locus, spread throughout a gene-dense region that includes multiple genes with suggested roles in gene regulation (*Ints2*, *Med13*, *Supt4h1*, *Coil*) and mouse embryonic stem cell pluripotency (*Vezf1*, *Msi2*, *Trim25*, *Nog*; Fig. 3d). By contrast, the 3′ side of the 11qC locus harbors a gene-poor region involved in a large number of Hi-C-specific contacts. Given that the 40 kb windows forming contacts overlap with multiple different genomic features, we measured the co-occurrence of feature pairs using UpSet plots (Fig. 3e). Five of the 10 most frequent groups of feature pairs identified from GAM-specific contacts overlap at least six different feature pairs linking CTCF and/or active chromatin, while only one such group appears in the top 10 for Hi-C-specific contacts. These results suggest that GAM-specific contacts are strongly enriched for a specific subset of CTCF–CTCF contacts that co-occur with enhancers and active genes and which are underestimated in Hi-C data. In contrast, CTCF–CTCF contacts that overlap no other annotated features are the third most frequently detected set of contacts found in the strong-and-common contacts equally detected by both methods.

### Active regions are underrepresented in Hi-C data

Having identified striking enrichments for specific genomic features among GAM- and Hi-C-specific contacts, we investigated whether certain features might be generally poorly detected by either method. To identify such potential blind spots, we developed an approach that counts the number of GAM-specific, Hi-C-specific and strong-and-common contacts formed by each window and investigated whether specific genomic regions were typically more involved in GAM-specific or Hi-C-specific contacts or vice versa (Fig. 4a). Surprisingly, we find that blind spot windows are fairly abundant, as shown by the flares of method-specific contacts at specific genomic regions (Fig. 4b). Furthermore, blind spot windows are often clustered in specific regions of the linear genome.

**Fig. 4:**
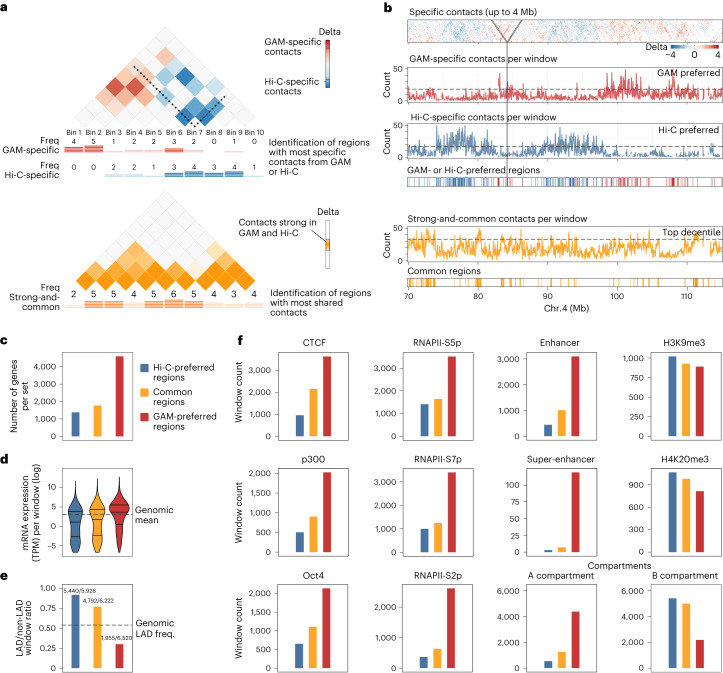
Genomic windows enriched for Hi-C- and GAM-specific contacts are clustered in the genome. **a**, Strategy for identifying genomic regions forming many contacts specific to either GAM or Hi-C. We counted how often a genomic region was an anchor point in the set of GAM-specific contacts, Hi-C-specific contacts or strong-and-common contacts. The 10% of genomic windows with the highest absolute difference between the number of GAM-specific and Hi-C-specific contacts were classified as Hi-C-preferred regions or GAM-preferred regions, respectively. Similarly, the top 10% of strong-and-common contacts were used to define common regions that participate to a similar extent in strong contacts seen in both methods. **b**, Example region on chromosome 4 showing the delta *z*-score matrix (top) and clusters of method-specific preferences designated as Hi-C-preferred regions, GAM-preferred regions or common regions (bottom). **c**–**f**, Characteristics of Hi-C-preferred, common and GAM-preferred windows. **c**, Total number of genes present in windows of each category. **d**, Transcriptional activity (log_2_-scaled transcripts per million per gene, TPM) of all genes per category. Bars mark the 25%, 50% and 75% quantiles. **e**, Proportion of windows in lamina-associated domains (LADs) for each category. Numbers on top of the bars are the number of LAD windows and the total number of windows for each category. **f**, Numbers of genomic windows in each category that overlap a range of features or are classified as compartment A or B.

To investigate the properties of the genomic regions underrepresented in GAM- or Hi-C-specific contacts, we selected the genomic windows in the top deciles of method-specific, or strong-and-common contacts. We found that the genomic windows that form many GAM-specific contacts (here called GAM-preferred regions) contain more genes and have higher transcriptional activity (Fig. 4c,d) than genomic regions that form many Hi-C-specific contacts (Hi-C preferred regions), which in turn are more frequently associated with the nuclear lamina^10^ (Fig. 4e). GAM-preferred regions also tend to be occupied by CTCF, p300, certain mouse embryonic stem cell transcription factors, RNA polymerase II (especially the elongating, S2p form), enhancers and super-enhancers, and are often classified as compartment A (Fig. 4f). By contrast, Hi-C-preferred regions showed a slight enrichment for the heterochromatin-associated histone marks H4K20me3 or H3K9me3, and are more frequently classified as compartment B. Tracks of all genomic features considered are also shown across an 80 Mb region in chromosome 8 in a genome browser visualization (Extended Data Fig. 9a), and their co-occurrence in the same genomic windows highlights the presence of CTCF, transcriptional activity features, including super-enhancers, in GAM-preferred regions.

### Complex contacts cause discrepancies between GAM and Hi-C

We considered whether the enrichment for active features (active genes, transcription factors, polymerase, enhancers and compartment A) in contacts preferentially detected by GAM could be due to different levels of contact complexity, that is, to interactions with many simultaneous interacting partners (Fig. 5a). Complex interactions have been predicted to be underestimated in Hi-C datasets because the ligation step allows only for the measurement of two interacting partners per restriction fragment in each cell where the contact is established^11^.

**Fig. 5:**
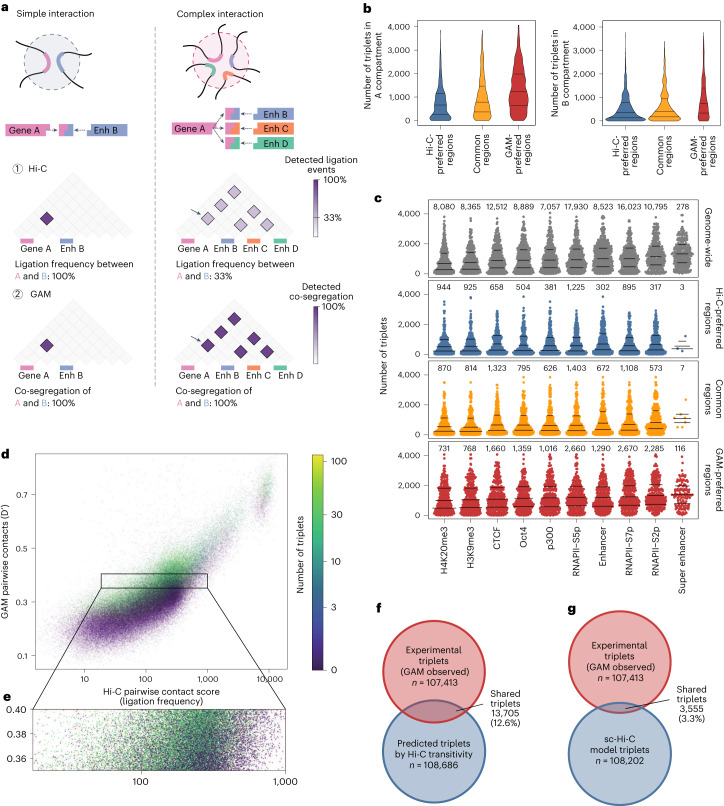
Higher complexity contacts are more frequently captured by GAM. **a**, Interaction complexity: simple interactions involve only a few genomic regions, while complex interactions involve many genomic regions at once. In Hi-C, ligation events connect two pieces of DNA; therefore, pairwise contacts can be directly determined while measurement of higher-order contacts may be affected by competing ligation events resulting in dilution effects (1, arrow). Co-segregation determined through GAM is not affected by the number of elements (2). **b**, Number of triplets formed by Hi-C-preferred, common or GAM-preferred regions in the A compartment (left) or the B compartment (right). **c**, Number of triplets formed by genomic windows that are positive for a feature, shown genome-wide and within Hi-C-preferred, common or GAM-preferred regions. Bars mark the 25%, 50% and 75% quantiles; labels give the total number of windows in each group. **d**, Relationship between pairwise Hi-C ligation frequency, pairwise GAM normalized linkage and the number of triplets. **e**, Hi-C ligation frequency of 1 Mb pairwise contacts that have a similar GAM normalized linkage, colored by number of triplets (zoomed subset of **d**). **f**, Overlap of triplet contacts identified by SLICE from GAM data and inferred from Hi-C by using the strongest 2% based on transitivity. **g**, Overlap of triplets found by SLICE in GAM data and triplets derived from 3D models from single-cell (sc)-Hi-C.

To investigate the relationship between interaction complexity and method-specific blind spots, we used SLICE to calculate the probability of interaction for all possible sets of three 1 Mb windows lying on the same chromosome (that is, the *Pi*_ABC_ for all possible triplets of loci A, B and C)^3^. We find that windows in the A compartment indeed form more triplets than windows in the B compartment (Fig. 5b and Extended Data Fig. 10). Interestingly, GAM-preferred regions formed more triplets than common or Hi-C-preferred regions, even when comparing within the same compartment. Regions with active chromatin marks formed more triplets than regions marked by heterochromatin, with the strongest effect seen for the elongating, S2-phosphoisoform of RNA polymerase II and for super-enhancers (Fig. 5c), in line with our previous work that identified long-range chromatin contacts between super-enhancers and actively transcribed genomic regions across tens of megabases^3^. These results suggest the existence of abundant chromatin contacts in which many active regions interact simultaneously, which are commonly overlooked by ligation-based methods, but are readily detected by GAM and FISH^3^.

Finally, we examined whether high interaction complexity artificially deflates pairwise contact probability as measured by Hi-C, given that each DNA fragment is predicted to pick up a given interacting partner with lower probability in complex contacts than in simple contacts (Fig. 5d)^11^. We correlated pairwise contacts from GAM and Hi-C at a resolution of 1 Mb and found that regions with equivalent strength of pairwise contacts in GAM had a broad range of ligation frequencies in Hi-C. Regions that form many triplets (that is, that are more complex) had lower contact strength in Hi-C data. Conversely, regions that form few triplets had higher contact strength in Hi-C (Fig. 5d,e), demonstrating that complexity explains some of the divergence in contact frequencies measured by Hi-C or GAM. Notably, this effect also undermines attempts to predict the formation of complex interactions from Hi-C based only on the transitivity of pairwise contacts. For example, if locus A interacts with B, B with C, and A with C, simple transitivity predicts the formation of an A-B-C triplet detected with a frequency at most as high as at the lowest pairwise contact frequency between any of the locus pairs. Direct comparisons between the triplets identified in GAM data (top 2% most statistically significant) with the top 2% Hi-C triplets, which are computed assuming transitivity, show little overlap, with less than 15% of true triplets detected by GAM coinciding with triplets predicted based on transitivity from pairwise Hi-C maps (Fig. 5f) or single-cell Hi-C maps^12^ (Fig. 5g). Therefore, transitivity of pairwise contacts cannot be used to infer multiway contacts.

## Discussion

The three-dimensional structure of the nucleus is inextricably linked with its functional roles, including gene regulation, DNA replication and the DNA damage response. Consequently, molecular techniques for measuring the 3D folding of chromatin inside the nucleus have been instrumental in advancing our understanding of nuclear function over the past decade^2^. Here, we have developed multiplex-GAM, a new variant of genome architecture mapping that enables faster and more cost-effective analysis of chromatin folding genome-wide than the original version^3^. We also expand the mathematical model SLICE by incorporating new experimental parameters (number of nuclear profiles per sample, nuclear ellipticity and cryosection thickness). Finally, we use the larger GAM dataset containing information from 1,250 mouse embryonic stem cells for detailed comparisons of the contacts captured by GAM and Hi-C, the most frequently used genome-wide method for chromatin contact analysis^13^.

We find that GAM and Hi-C detect similar TADs, large folded domains that are thought to constrain gene regulatory elements and form a fundamental unit of chromatin organization^6,14,15^. Many strong contacts, including a large proportion of CTCF-mediated loops, are also detected by both methods. By careful examination of finer-scale differences, we identify that chromatin contacts given more weight by GAM frequently connect genomic loci bound by enhancers, key mouse embryonic stem cell transcription factors, RNA polymerase II and CTCF, whereas contacts that feature more prominently in Hi-C matrices connect regions marked by the heterochromatin-associated histone modifications H3K9me3 and H4K20me3.

We looked for regions of the genome that consistently form more contacts in GAM datasets than in Hi-C datasets and found that these regions are located in large genomic regions bound by the same activating transcription factors identified in the GAM-specific contacts. In our previous work, super-enhancers were the genomic regions most enriched in complex, multi-partner interactions, together with the most actively transcribed regions^3^. We now extend this finding to show that the contacts underestimated in Hi-C often involve regions that form more complex interactions in GAM. Theoretical work has previously suggested that ligation-based methods, such as Hi-C, underestimate contacts between multiple partners, given that ligation captures only two or a few contact partners at a time^11^. Our results here show that ligation frequencies measured by Hi-C are systematically lower between regions that form complex interactions, and provide experimental evidence to support the effect of ligation on the underestimation of complex contacts.

Ligation is not the only potential source of difference between the two methods, given that GAM and Hi-C also make use of quite different fixation protocols. The choice of fixation protocol has been shown to affect the proportion of informative ligation events between different chromatin conformation capture experiments^16^, and it may also influence the contacts of genomic regions with different protein composition and/or compaction in a single experiment^17,18^. The digestion of nuclear chromatin necessary for preparing Hi-C libraries has also been shown to disrupt nuclear structure^19^, whereas GAM uses fixation protocols specifically chosen to maximize the preservation of nuclear architecture and retention of nuclear proteins^20^ and RNAs^21^. Ultimately, formaldehyde fixation remains a ‘black box’ and will continue to complicate interpretation of the most widely used methods for measuring chromatin structure (including microscopy methods such as FISH)^22^. Live-cell imaging methods circumvent the need for fixation and will provide valuable orthogonal data, but these methods currently require recruitment of large numbers of fluorophores, which may themselves influence folding^23^. Variants of chromatin conformation capture have also been reported with a different order of steps^24^ or that do not use fixation, but omission of the fixation step entirely has a variable impact on signal-to-noise ratio^25,26^. Ultimately, it should eventually be possible to shed light on the effect of fixation by extending GAM to unfixed nuclei through sectioning of vitrified samples.

Another factor that may influence method-specific contacts is data processing. It has recently been shown that Hi-C detects fewer contacts between regions of condensed chromatin due to a lower accessibility of these regions to restriction enzyme digestion^27^. However, matrix-balancing algorithms commonly used to normalize Hi-C data can overcorrect for this effect, leading to an aberrantly high frequency of contacts between condensed domains. Consistent with these results, we find that regions of the genome that consistently form more contacts in normalized Hi-C are enriched for heterochromatin marks, and link two regions with low detectability (that is, those most likely to be overcorrected by matrix balancing). We have found the bias in raw GAM datasets to be uniformly lower than that found in raw Hi-C^3^ and expect that improved normalization algorithms will bridge some of the current divergences between the two methods^27–30^.

Our work underscores previous findings that complex, simultaneous interactions between many genomic regions are a pervasive and little-studied feature of mammalian genome architecture^3,31^, although their overall prevalence is still a subject of debate^32^. Enhancer-binding transcription factors and RNA polymerase II have both been reported to form nuclear clusters that could serve as nucleating agents for such multi-partner interactions^33,34^. More recently, there has been a surge of interest in phase-separated nuclear bodies, which are suggested to facilitate high local concentrations of chromatin-interacting proteins and/or transcriptional regulators^35^. The clear expectation is that these condensates should bring together multiple interacting genomic partners, in much the same way as ribosomal DNA repeats are brought together in the nucleolus^36^. Heterochromatin has also been reported to form phase-separated condensates^37^; however, we find these regions to have lower-complexity specific interactions, potentially highlighting a shorter-range role for these interactions.

In conclusion, our development of multiplex-GAM, an improved protocol for rapid, cost-effective generation of GAM datasets, enabled us to obtain a deeper GAM dataset for mouse embryonic stem cells and to explore the similarities and differences between GAM and Hi-C. Reassuringly, the two methods paint broadly similar pictures of nuclear architecture, in particular the distribution of TADs, the segregation of nuclear chromatin into A and B compartments and the importance of CTCF for shaping chromatin interactions. There are differences, however, with GAM detecting more, stronger and more complex contacts between active chromatin regions, and across longer distances, and Hi-C emphasizing less-complex contacts within silent chromatin. These results highlight the utility of GAM for studying contacts of potential gene regulatory functions, particularly in human disease, where such contacts may be formed only in rare cell populations inaccessible to population Hi-C. We have recently applied multiplex-GAM to different neuronal subtypes in brain tissues, and discovered unforeseen events of extensive chromatin decondensation at long neuronal genes, and abundant cell-type specific contacts that contain differentially expressed genes and accessible regulatory elements spanning several megabases^30^. GAM requires only a few hundred cells, which is of particular relevance to human genetics, where researchers need to assay the 3D contacts made by disease-linked sequence variants in specific, often rare cell types impacted by the disease (for example, neuronal subtypes in neurodegenerative diseases).

## Methods

### Identification of cellular profiles not intersecting the nucleus

Cryosections were incubated in 2.5 µM SYTO RNASelect solution in PBS (ThermoFisher, S32703) for 20 min at room temperature (hereafter 17–22 °C), followed by a 5 min wash in PBS. After incubation, the cells were counterstained with 0.5 µg ml^−1^ DAPI in PBS, and then rinsed in PBS and water. Coverslips were mounted in Mowiol 4–88 solution (Merck 81381) in 5% glycerol, 0.1 M Tris-HCl, pH 8.5.

### Cryosection staining for GAM

#### Eosine

Cryosections were washed (three times, 15 min in total) in PBS, rinsed in water and incubated for 3 min in a 1% Eosine Y solution (Merck 230251; dissolved in 1% glacial acetic acid in water) or 0.5% Eosine Y solution (dissolved in 0.25% glacial acetic acid, 70% ethanol in water). After incubation the cryosections were briefly washed three times in water and air dried for 5 min at room temperature.

#### Propidium iodide

Cryosections were washed (three times, 15 min in total) in PBS, rinsed in water and incubated for 10 min in a 10 μg ml^−1^ propidium iodide solution (Sigma-Aldrich P4864 diluted in PBS). After incubation the cryosections were briefly washed three times in water and air dried for 5 min at room temperature.

#### Crystal violet

Cryosections were washed (three times, 15 min in total) in PBS, rinsed in water and incubated for 10 min in a 1% crystal violet water solution (Merck V5265). After incubation the cryosections were briefly washed three times in water and air dried for 5 min at room temperature.

#### Cresyl violet

Cryosections were washed (three times, 15 min in total) in PBS, rinsed in water and incubated for 6 min in a 0.1% cresyl violet (Sigma-Aldrich, C5042) water solution. After incubation the cryosections were briefly washed three times in water and air dried for 5 min at room temperature.

#### SYBR Gold

Cryosections were washed (three times, 15 min in total) in PBS, rinsed in water and incubated for 10 min with 1:1,000 or 1:5,000 dilution of SYBR Gold (ThermoFisher, S11494) in water. After incubation the cryosections were briefly washed three times in water and air dried for 5 min at room temperature.

### Cell lines

Sox1-green fluorescent protein (Sox1-GFP) knock-in (cell line 46C) mouse embryonic stem cells derived from the parental E14tg2a line were used in this study^39^. Identity was confirmed at the time of cryoblock creation by morphology and by confirming GFP expression after neural differentiation. Cells were routinely tested for *Mycoplasma* contamination.

### Updated GAM protocol

Mouse embryonic stem cells were grown and cryoblocks prepared as previously described^3^. Cryosections of 220 nm (green) were cut with glass knives using a Leica FC7 ultracut cryotome, collected in sucrose droplets (2.1 M in PBS) and transferred to steel frame PEN (polyethylene naphthalate) membrane slides (Leica) for ultraviolet treatment for 45 min prior to use. Slides were washed in sterile-filtered (0.2 µm syringe filter) 1× PBS (three times, 5 min each), then with sterile-filtered water (three times, 5 min each). Cresyl violet staining was performed with sterile-filtered cresyl violet (1 % w/v in water, Sigma-Aldrich, C5042) for 10 min, followed by two washes with water (30 s each) and air dried for 15 min. Nuclear profiles were laser microdissected into adhesive 8-strip laser capture microdissection collection caps (Zeiss AdhesiveStrip 8C opaque 415190-9161-000), with four profiles dissected into each cap. Caps were stored at −20 °C until whole genome amplification.

Whole genome amplification of DNA from microdissected nuclear profiles was performed with the Sigma WGA4 kit using a liquid handling robot (Microlab STARlet, Hamilton). We note that several consecutive Sigma WGA4 kits stopped working in 2017 for GAM data production, and we currently recommend a more affordable in-house whole genome amplification protocol^30^. A total of 14.5 μl lysis and fragmentation master mix (13 μl H_2_O, 1.4 μl lysis and fragmentation buffer, 0.09 μl proteinase K) was added to each well of a 96-well plate, caps with microdissected material were used to close the wells and then the plate was inverted and centrifuged upside down at 3,000 ×*g* for 2 min such that the fragmentation master mix was collected in the cap. Plates were incubated upside down for 4 h at 50 °C then inverted and centrifuged the right way up at 3,000 ×*g* for 2 min to collect the extracted DNA in the bottom of the well. Samples were then heat inactivated at 99 °C for 4 min then cooled on ice for 2 min. A total of 4.95 μl library preparation master mix (3.3 μl library preparation buffer, 1.65 μl library stabilization solution) was added to each sample, incubated at 95 °C for 2 min and cooled on ice for 2 min then centrifuged at 3,000 ×*g* for 2 min. A total of 4.5 μl library preparation enzyme (diluted threefold with H_2_O) was added to each tube; then samples were incubated at 16 °C for 20 min, then 24 °C for 20 min, 37 °C for 20 min and 75 °C for 5 min. Finally, 85 μl amplification master mix (11 μl amplification buffer, 66.5 μl H_2_O, 7.5 μl whole genome amplification polymerase) was added to each tube, and the samples were amplified by PCR (initial denaturation at 95 °C for 3 min, then 24 cycles of denaturation at 95 °C for 30 s and annealing–extension at 65 °C for 5 min).

Amplified DNA was purified using Ampure XP beads (Beckman Coulter, A63880). The beads (61.5 μl) were mixed with 77 μl amplified sample in a fresh 96-well plate and incubated at room temperature for 5 min. The plate was placed on a magnetic stand for 5 min; then the supernatant was discarded and the beads were washed twice with 200 μl freshly prepared 80% ethanol. After the second ethanol wash was discarded, the beads were air dried for 5 min and then resuspended in 45 μl H_2_O and incubated at room temperature for 5 min. The plate was then placed on a magnetic stand and the supernatant transferred to a fresh 96-well plate, ready for next-generation sequencing library preparation.

Libraries were prepared using the Illumina Nextera library preparation kit following the manufacturer’s instructions. The DNA concentration of the final libraries was determined using a Picogreen fluorescence assay (ThermoFisher), and libraries were pooled at equimolar concentration, ready for sequencing on an Illumina NextSeq machine.

### GAM data processing

Multiplex-GAM sequencing reads were aligned to the mouse mm9 genome assembly using Bowtie2 v2.1.0, and PCR duplicates were filtered using Samtools v0.9.0. Positive 40 kb windows were called by GAMtools v1.1.0 using a fixed read threshold of 4. The value of 40 kb was chosen for further analysis because it was the highest resolution at which the efficiency of detection (as calculated by SLICE) was greater than 80%, and >80% of 40 kb windows were detected at least 25 times in the multiplex-GAM dataset. Normalized linkage disequilibrium (Dʹ) matrices at 40 kb genomic resolution were generated by GAMtools^40^. Further data analysis was carried out using Python v.3.7.

### SLICE analysis

To convert pair or triplet co-segregation frequencies to interaction probabilities (*Pi*), we computed the segregation probabilities *v*_*i*_ for a single locus under an assumption of spherical shape, with an average nuclear radius *R* (which was estimated using cryosection images as being equal to 4.5 μm)^3^. The co-segregation probabilities *u*_*i*_ for pairs of loci in a not-interacting state have been estimated from GAM segregation data; for interacting loci we estimated co-segregation *t*_*i*_ probabilities by assuming their physical distance as being less than the slice thickness (*h* ≃ 220 nm). From linear combinations of these probabilities, using the ‘mean field’ approximation, we computed the probability of locus segregation in a nuclear profile for pairs (*N*_*i,j*_) and triplets (*N*_*i,j,k*_; Supplementary Note).

The expected number of nuclear profiles *M*_*i*_ with 0, 1 or 2 loci is therefore computed from *N*_*i,j*_ probabilities. From these, in turn, it is also possible to estimate the co-segregation ratio *M*_*1*_/*(M*_*1*_ + *M*_*2*_), that is, the fraction of non-empty tubes that have two loci. Given that the equations describing the tube content depend on the interaction probability *Pi*, the latter can be estimated by fitting the experimental value of co-segregation ratio (Supplementary Note). The same procedure has been used to estimate the probability of triplet interactions. Significant SLICE contacts are those with a co-segregation ratio greater than the 95th percentile of the expected distribution of co-segregation ratios for two non-interacting loci at the given genomic distance.

To apply SLICE to the merged multiplex-GAM dataset, we used a mean field approximation. It consists of introducing a non-integer number of nuclear profiles per tube, obtained as the average of the different numbers of nuclear profiles in the different datasets, weighted with the corresponding number of tubes (Supplementary Note).

### Creation of in silico merged multiplex-GAM data

Segregation tables (in which each row corresponds to a genomic window, each column to a GAM library, and the entries indicate the presence or absence of each window in each nuclear profile) were generated from 1NP GAM libraries. 

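The segregation table analysed here holds 15 libraries of 1 nuclear profile each from mouse embryonic stem cells, with a presence or absence call for each of 68162 genomic windows of 40 kb on mm9. A nuclear profile is the slice of a nucleus that a thin cryosection contains, and its DNA was amplified and sequenced to find which windows lay in the slice. The paper's Supplementary Table 2 lists these 15 libraries as not passing quality control, so they are not among the libraries behind the 481 × 1NP dataset, whose libraries are not analysed here. All 15 belong to biological replicate 15. The names of 7 libraries start with f13 and those of 8 start with f14, and the meaning of the prefix is not stated.
The calls used here come without read counts, so the number of reads behind each call was not known. No counting error can therefore be given for a window. The paper states that its sequencing data are available, and they were not used here. For multiplex-GAM, the paper's methods state a threshold of 4 reads per positive window, and the text does not say whether the same threshold was used for these libraries. Read numbers per library are the paper's, from Supplementary Table 2: the 15 libraries had between 8336 and 106735 uniquely mapped reads with a median of 31197, and between 0.27% and 13.92% of their reads mapped.
The calls were used as deposited. Genome coverage, the percentage of all windows that were positive, was 1.52% ± 1.44 (SD, n = 15), with a median of 1.02%. The lowest coverage was 0.0205% in library f13d5, with 14 positive windows, and the highest was 4.18% in library f13e1, with 2848 positive windows. Counting only the 13977 windows that were positive in at least 1 library raised the median coverage to 4.98%, the largest change among the alternatives tried. The proportion of positive windows with a positive adjacent window was 0.302 ± 0.228 (SD, n = 15) with a median of 0.193. It was 0 in library f13d5 and highest, at 0.688, in library f14f2. Mean coverage was 2.02% ± 1.69 (SD, n = 7) for the f13 libraries and 1.09% ± 1.11 (SD, n = 8) for the f14 libraries, a difference within the spread between libraries (exact permutation test, two-sided p = 0.22).
Windows in the regions shown in the paper's figures were positive in few of these libraries. Around Sox2, on chromosome 3 from 30 to 39 Mb, 5 libraries had at least 1 positive window, and 53 of the 225 windows were positive in at least 1 library. On chromosome 4 from 80 to 90 Mb, 6 libraries had a positive window, and library f14f2 alone had 68 of the 107 positive calls. On chromosome 6 from 49 to 54 Mb 3 libraries had a positive window, and on chromosome 11 from 85 to 95 Mb 6 did. Mean coverage was 1.90%, 2.85% and 2.37% in the regions on chromosomes 3, 4 and 11, above the 1.52% of all windows. It was 1.17% in the region on chromosome 6.

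**Figure D1:**
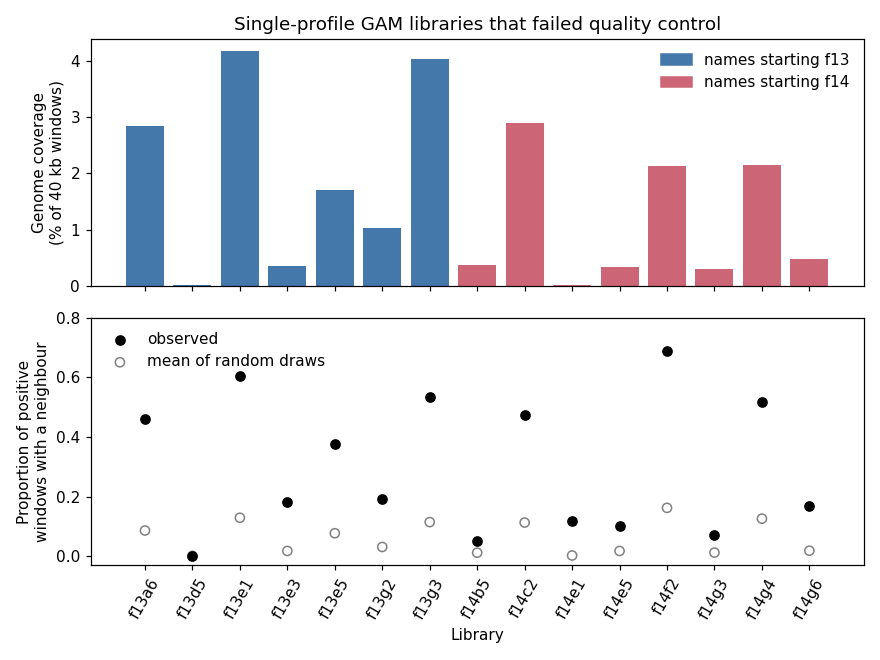
Genome coverage in percent of 40 kb windows (bars, upper panel) and the proportion of positive windows with a positive adjacent window (filled circles, lower panel) for each of the 15 libraries, coloured in the upper panel by the prefix of the library name. Open circles give the mean of random draws of the same number of positive windows per chromosome, and the filled circle lies above the open one in 14 of the 15 libraries.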

A new segregation table was then generated by randomly selecting two, three or four columns from the original table (that is 2/3/4× 1NP libraries), combining them into a single column such that the new column is positive if any of the original columns were positive, and removing the columns from the original table. This procedure was performed iteratively until all columns from the original table had been combined. The new, in silico combined table was then used for the calculation of normalized linkage disequilibrium matrices.

### SLICE enrichment tests

Enrichment of active/enhancer/inactive/intergenic windows in pairwise SLICE interactions and analysis of triplet SLICE interactions was carried out as previously described^3^.

### SLICE false discovery rate thresholding

To identify the highest-confidence individual interactions, we used the R implementation of the Benjamini–Hochberg procedure to adjust the *P* values for two-way interactions obtained from SLICE with a threshold of 0.1 (ref. ^41^).

### TAD calling

We applied the insulation square method^42^ to GAM matrices of normalized linkage disequilibrium scores and to Hi-C matrices of normalized ligation frequencies (GSE35156)^6^ to exclude potential effects of using different TAD callers for GAM and Hi-C. We adjusted the insulation square method to also consider negative values from GAM normalized linkage disequilibrium and applied it to contact matrices at a resolution of 40 kb for each chromosome (using the parameters im mean, ids 50000, nt 0.1, insulationDeltaSpan 200000, yb 1.5, bmoe 3). Although the TAD sizes were not associated with the size of the insulation square for Hi-C data (reaching a plateau at a square size of around 500 kb), increased sizes of the insulation square produced larger TADs for GAM data. Here, we selected a window size of 400 kb for GAM and Hi-C data, which maximizes the agreement between the TAD sets and also to the hidden Markov model (HMM) TAD boundaries published for the Hi-C dataset^6^. Next, we used the merge command from bedtools v2.27.1 (ref. ^43^) to check whether the obtained TAD boundaries were touching or overlapping, and merged the border ranges while retaining their maximum boundary score.

We obtained published single-cell Hi-C data for diploid mouse embryonic stem cells kept in serum media (GSE94489)^7^ and created pseudobulk contact matrices at a resolution of 40 kb by pooling increasing subsets of 50 cells (50, 100, 150) and all 588 cells. Insulation profiles and TAD boundaries were computed using the insulation square method as described.

To check for overlapping boundary positions between two datasets we applied bedtools closest in both directions and considered boundaries as matched when their reported ranges were overlapping or touching (distance ≤1).

We checked for abundance of features at the TAD boundaries, centered at the boundary midpoints. For a given genomic mark, we analyzed the mean signal within 500 kb around the identified boundary midpoint in windows of 10 kb resolution using bedtools. We estimated the background by randomizing the boundary positions using chromosome-wise circular shifts.

### Generating peak and feature data

We mapped genomic and epigenomic read data to the NCBI Build 37/mm9 reference genome using Bowtie2 v2.1.0 (ref. ^44^). We excluded replicated reads (that is, identical reads mapped to the same genomic location) that were found more often than the 95th percentile of the frequency distribution of each dataset. We obtained peaks using BCP v1.1 (ref. ^45^) in transcription factor mode or histone modification mode with default settings. A full list of all features analyzed in this study is given in Supplementary Tables 5 and 6. We computed mean counts of features for all genomic 40 kb windows using the bedtools window and intersect functions.

### PCA compartments

We computed eigenvalues and inferred compartments on GAM and Hi-C data as described^3,13^ or used published compartment definitions^6^.

### Identification of differential contacts

GAM and Hi-C use two different approaches to assess chromatin structure and measure underlying contact frequencies, which results in different distributions for GAM Dʹ values (continuous values resembling locus proximity in space) and log-scaled Hi-C frequency values (discrete cross-ligation counts)^9^.

To compare contact intensities between the methods over the whole genome, and define strong contacts seen in both or at significantly different levels by either of the two methods, we developed a new method for identifying differential regions between the two matrices. To avoid amplification of spurious contacts due to potential undersampling and zero inflation, we limited our analysis to a 4 Mb genomic distance. From GAM contact data at 40 kb resolution, we removed all contacts with negative Dʹ values. We also excluded all contacts established between potentially oversampled or undersampled genomic windows. Here, we used the percentage of slices with a positive window (window detection frequency) as a proxy for detectability and removed windows with a window detection frequency of less than 5% or above 10%. For the Hi-C data, we excluded all contacts for which zero ligation events were detected. All contacts excluded from either dataset were not considered in the definition of differential contacts.

To compare the contact intensities from GAM and Hi-C, we evaluated a number of linear transformations, namely *z*-score transformation, observed over expected scores and rank transformation. For every chromosome, we applied *z*-scores and observed over expected transformation to GAM and Hi-C contacts at a given distance *d*. We found that the resulting intensity distributions of the delta matrices can be parameterized with very good fit to a normal distribution for *z*-scores and a logistic distribution for observed over expected scores (fitdistrplus R package), which enables selection of the most differential contacts located within the expected 5% and 95% tails of the fitted distributions. We also obtained the contacts with strongest differences in their ranks by sorting all contacts based on their value intensity and selecting the top and bottom 5% based on their rank difference from each genomic distance.

We decided to define Hi-C-specific and GAM-specific contacts by the *z*-score approach, given that the 5% result sets from all transformations yielded comparable set sizes with a high mutual overlap (~300,000, Extended Data Fig. 7), while the *z*-score-derived sets were the least affected by under-detected regions and accounted for the observed decay of mean contact frequency over distance (Extended Data Fig. 7). In addition to the 5% Hi-C-specific and GAM-specific contact sets with 231,164 and 265,166 contacts, respectively, we also extracted two contact sets from 10% tails with 473,884 and 499,198 contacts, respectively (Supplementary Table 7).

In addition to identifying the most differential contacts, we defined a set of strong-and-common contacts that differ very little in value intensities between GAM and Hi-C. We first ranked all contacts with a delta *z*-score of less than 1.0 according to the lower *z*-score value from GAM and Hi-C, and extracted the strongest 5% or 10% of contacts for each chromosome (total of 148,536 and 297,064 contacts, respectively).

We used the definition of significant Dixon Hi-C contacts published by Fit-Hi-C^46^. We selected all *cis* contacts from the pre-processed data (two-pass spline interpolating on 10 consecutive restriction enzyme fragments cut by NcoI) with genomic separation below 4 Mb and a *q* value < 0.05. Next, we assigned the contacts into 40 kb windows based on their fragment midpoints.

### Feature enrichments within differential contacts

We queried whether contacts identified to be specific for GAM and Hi-C are associated with specific biological features (Extended Data Fig. 8a) relative to those obtained from randomized data. First, we produced three permutations for each of the foreground sets by random sampling the same number of contacts with the same genomic distance out of all contacts of the same chromosome not contained in the respective foreground set. Next, we established a feature table listing the presence or absence of 14 selected features in 40 kb windows (Supplementary Table 6) and checked for the pairwise presence of 105 homotypic and heterotypic feature combinations in the subsets of Hi-C-specific, GAM-specific and strong-and-common contacts. Here, we annotated 98,600 (42%), 164,946 (62%) and 78,919 (53%) of 5% contact sets with the presence of any feature pair, respectively (Supplementary Table 7).

To determine which feature combinations are amplified at contact anchor points, we computed the relative occurrence (frequency of feature pair <i,j> in total contact set) for each feature pair in the contact set. We ranked the results by descending Gini impurity obtained using the random forest classification, which was trained to distinguish the annotated GAM-specific and Hi-C-specific contacts based on the presence of associated feature pairs (sklearn 0.19.2, 500 trees with fivefold cross validation, max_features as sqrt(num_features), criterion = ‘gini’, no max depth). For further investigation we selected the top 10 feature pairs most informative for binary classification, omitting enriched feature pairs of lower genomic abundance. Given that feature pairs with higher frequency in Hi-C than in GAM are not part of this subset, we added the top three feature pairs showing the strongest amplification in Hi-C relative to GAM (Supplementary Table 8).

Different features can often be found to be co-present at the same anchor points of a contact. We applied the UpSetR package^47^ to the 5% sets of contacts from GAM-specific, Hi-C-specific, strong-and-common, and the genome-wide background. We plotted the abundance of a feature pair according to the percentile of feature occurrence, along with the number of observed co-localization events between pairs of features. We established the genome-wide background set by randomly selecting 5% of all non-zero contacts observed by GAM and Hi-C.

### Analysis of GAM-preferred and Hi-C-preferred regions

We assessed the preference towards contributing to GAM-specific contacts or Hi-C-specific contacts for each genomic 40 kb window. First, we counted how often a window was an anchor point for contacts of the GAM-specific or Hi-C-specific subsets. Next, we calculated the absolute difference between both counts and estimated a 90% percentile cut-off for each chromosome. We considered genomic windows above this threshold to hold either mostly GAM-specific contacts or mostly Hi-C-specific contacts. In total, this resulted in 6,520 windows being labeled as GAM-preferred regions by having predominantly GAM-specific contacts, and 5,926 as Hi-C-preferred regions with a much higher count of Hi-C-specific contacts over GAM-specific contacts. Similarly, we identified genomic regions that are equally well detected by GAM and Hi-C (common). Here, for each genomic window we counted the number of anchor points from contacts of the strong-and-common set and selected the top 10% genomic windows with the highest counts from each chromosome.

Next, we assessed gene density and transcriptional activity in groups of genomic regions using published gene annotations and mESC-46C TPM values^48^. We transferred the provided mm10 gene positions to mm9 using UCSC liftover^49^ and assigned genes to genomic windows of 40 kb using bedtools intersect. We annotated lamina associations within 40 kb genomic regions according to mESC LaminB1 HMM calls^10^. The genome-wide LAD ratio was computed as the number of positive HMM state calls over the total number of windows. For markers of transcription factors, histone modifications and RNA polymerase II states, we used 40 kb window classification for peak and feature presence (Supplementary Table 5) and counted the number of positive windows in each subset.

### Analysis of interaction complexity

We used SLICE to compute the three-way probability of interaction (*Pi*_ABC_) and identified 1 Mb intrachromosomal triplets from the GAM-1,250 dataset where *Pi*_ABC_ < 0.05 (Supplementary Note). In this work, we define complexity as the mean number of triplets with *Pi*_ABC_ < 0.05 over all combinations of B and C windows for a given A window (where complexity is calculated for a genomic region, Fig. 5b,c), or the mean over all C windows for a given A and B window (where complexity is calculated for a pairwise contact, Fig. 5d,e).

For each genomic window labeled as a Hi-C preferred region, common region or GAM-preferred region, we checked for the compartment assignment and correlated the outcome with the complexity at the 1 Mb genomic window. Similarly, we estimated the complexity of genomic and epigenetic features by categorizing 40 kb genomic windows according to the presence of transcription factors, histone modifications and RNA polymerase II states, and presenting the complexity of the respective 1 Mb genomic window.

We identified potential Hi-C triplets using matrices of normalized ligation frequencies at 1 Mb binning^6^. On the basis that if a triplet (ABC) is formed, the three component pairwise interactions (AB, AC, BC) should all be detected by Hi-C, we therefore estimated Hi-C triplet intensity as the minimum ligation frequency of the three component pairwise interactions making up the triplet. We then selected the strongest 2% of all Hi-C triplets from every genomic distance for which there were at least 500 possible triplets.

To identify triplet contacts from single-cell Hi-C data, we downloaded 10 haplotype-resolved 3D models of chromatin folding in single cells generated by Dip-C (GSE117109)^12^ analysis of diploid mouse embryonic stem cells kept in serum media (GSE94489)^7^. We used the bedtools window to generate a list of 1 Mb bins from mm9, used liftOver to convert each bin to mm10 coordinates and calculated the 3D position as the centroid of all overlapping 10 kb bins from the modeling data. For each chromosome, we examined 20 structures (maternal and paternal chromosomes for each of 10 cells). We reasoned that if three loci form a triplet in single cells, then the pairwise distances between the three loci should all be small. We therefore scored every possible triplet by calculating the maximum of the three pairwise distances (AB, AC, BC) in each model individually and then taking the minimum score across all 20 models. We selected the best triplets as the lowest 2% from every genomic distance for which there were at least 500 possible triplets.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41592-023-01903-1.

## Supplementary information

Supplementary Information Supplementary Table 1, legends for Supplementary Tables 2–10, and Supplementary Notes for SLICE.

Reporting Summary

Peer Review File

Supplementary Tables 2–10

## Data Availability

GAM sequencing data generated for this study are available from GEO (GSE166381). The original GAM sequencing data^3^ are available as a separate accession (GSE64881). Other datasets used in the study are listed in Supplementary Table 5, and additional intermediate data are available on GitHub (https://github.com/pombo-lab/multiplex-gam-2023/tree/main/data).

How the deposited data were processed for this re-analysis (not part of the article)

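The data are 15 GAM libraries of 1 nuclear profile each from mouse embryonic stem cells, all of biological replicate 15 and all listed by the paper as not passing quality control. The authors deposited one segregation table, in which each of 68162 windows of 40 kb is marked 1 where it was called present in a library and 0 where it was not. The paper's methods describe, for multiplex-GAM, alignment with Bowtie2 to mm9, removal of PCR duplicates with Samtools and calling of positive windows with GAMtools at a fixed threshold of 4 reads. The paper's text does not say whether that threshold was used for these libraries. The chromosome ends in the table equal those of the reference used here for the chromosomes that both hold, and the unplaced sequences of the table were left out wherever sequence was needed.

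Each library was kept as 1 sample, and its label was matched to the paper's Supplementary Table 2 by library name. No column of the table was left unmapped. Libraries were not pooled or selected by outcome. The only grouping compared was the f13 or f14 prefix of the library name. The depth behind a call is unknown because the table holds no read counts, so differences between libraries in read number were examined only through the numbers of the paper's table. The precision of a result over libraries is limited by their number.

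Genome coverage, the proportion of positive windows with a positive adjacent window and the number of chromosomes with coverage above the unweighted mean over all chromosomes of the table were computed per library. Clustering was tested by redrawing each library's positive windows within their chromosome 10000 times, for adjacent windows and for pairs of windows 10 to 25 windows apart (0.4 to 1 Mb). Unevenness between chromosomes was tested by placing runs of adjacent positive windows on chromosomes 1 to 19 and X at random. Sharing of windows was tested by rotating each chromosome of each library by a random offset. The paper's listed SLICE contacts were tested by rotating the contacts of each chromosome together. The supplement text used here gives 1999 of these contacts, and 2712 more were not used here. One-sided p-values were taken for these tests, with Benjamini-Hochberg adjustment over the 15 libraries at a threshold of 0.05 where each library was tested. The smallest p that 10000 draws can give is 0.0001. Coverage of chromosome X against the autosomes used an exact sign-flip permutation test, the comparison of prefixes an exact permutation test, and the 4 relations between library measures used permutation tests with 100000 pairings (every pairing within a prefix), all two-sided. No gene was tested. Sites named in the text are the regions the paper shows in its figures and up to 3 windows positive in the most libraries; others are named as chosen after their values were seen. For coverage against the percentage of reads mapped, the value within the f13 libraries is not reported here.

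The tests were run first on simulated tables with the real numbers of positive windows, with 1000 draws. Of 15 libraries with scattered windows, 0 passed the threshold of each of the clustering and chromosome tests, and of 15 with windows placed in stretches, 15 passed. The shared-window test gave p = 0.915 with no shared windows planted and p = 0.001 with 200 windows planted in 4 libraries each. The contact test gave p = 0.833 without and p = 0.001 with planted co-segregation. No weaker planted co-segregation was tried, so this does not show how small an excess at the contacts the test can detect. A test of the overlap of a pair of libraries gave p = 0.938 for independent tracks and p = 0.001 for tracks that share windows. Pairs of windows in different libraries were 1.06 times their draws for tracks clustered independently and 9.17 times for tracks clustered in common regions. The measure of repeated sequence gave 0% for a random window and 19.96% for a window partly filled with a repeated unit.

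The alternatives covered the windows counted, the random draws, the distance between windows, the number of libraries that counts as shared, leaving out libraries, the scale of coverage and the kind of correlation. GC content and unknown bases per window came from the NCBI Build 37 reference and gene names from the GENCODE annotation of that build. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.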

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

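The tests of pairs in different libraries, of pairs of libraries, of chromosome ranks, of repeated sequence, and of windows positive in more than 1 library, and those of GC content and assembly gaps for the 0.4 to 1 Mb distance and for windows shared by at least 4 libraries, were chosen only after the results were seen. The designs of the main tests were fixed before the data were examined, and the tests of GC content and assembly gaps for adjacent windows were fixed before their own results were seen.

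The paper lists summary measures of these 15 libraries, which did not pass quality control, in Supplementary Table 2, and its text draws no result from them. Clustering of positive windows above the level of random draws appears in most of them. The positive windows of 14 of the 15 libraries adjoined each other more than windows redrawn within their chromosome (Benjamini-Hochberg adjusted p from 0.00014 to 0.018). The exception, f13d5, has 14 positive windows, none of them adjacent to another. In f14f2 the proportion with a neighbour was 0.688 against 0.162 in the draws, and in f14b5 it was 0.0502 against 0.0114. In the paper's Supplementary Table 2, the highest proportion among the 5 water controls of the single-profile collections is 0.356, and 7 of the 15 libraries lay above it; the same number lay above these controls in both coverage and this proportion. None of the 5 controls belongs to the collection of the 15 libraries. The table lists 16 water controls in all, and 2 of them, from other collections, lie above all 15 libraries, with coverage of 20.3% and 20.7% and proportions of 0.758 and 0.836. The window calls of the water controls were not used here, so their proportions were not set against random draws. An excess of adjacent windows over the draws therefore does not by itself tell DNA of a slice from other material. No biological explanation was tested for this pattern, because all 15 libraries share one condition. Assembly gaps and GC content were tested as technical explanations. Drawing only among windows without unknown bases left 14 libraries past the threshold, and drawing within GC deciles of each chromosome left 14. These counts say little about the size of the excess, because 11 libraries had the smallest p that the draws can give. In the 13 libraries with at least 100 positive windows, the median ratio of the observed proportion to the drawn one was 4.93, against 4.79 without unknown bases and 4.55 within GC deciles, so GC content and gaps account for a small part of it. A single amplified fragment that crosses the border between windows would also make adjacent windows positive, and this was not tested.

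Over 0.4 to 1 Mb, positive windows were closer together than in the draws in 13 of the 15 libraries (adjusted p from 0.00012 to 0.032), with from 1.43 times the drawn number of pairs in f14b5 to 5.12 times in f14g6. The libraries f13d5 and f14e1, with 14 and 17 positive windows, had no such pair. Drawing only among windows without unknown bases left 12 libraries past the threshold, and drawing within GC deciles left 12. The median ratio of observed to drawn pairs in the same 13 libraries was 3.09, against 3.02 and 2.88 in these draws. If some regions were detected more often in every library, pairs whose windows lie in different libraries would be in excess too. Their number was 0.977 times that of the draws, against 3.08 times for pairs within one library. If material had been carried between these tubes, pairs of libraries would share windows. After leaving out windows positive in at least 4 libraries, 3 of 105 pairs of libraries shared more windows than rotated tracks (adjusted p under the threshold of 0.05; 5 pairs before adjustment), and 5 libraries belong to such a pair. These are f13a6 with f13e3 (21 shared windows against 7.08 in the draws), f14b5 with f14e5 (7 against 0.821) and f14b5 with f14g3 (6 against 1.05), named after their values were seen. Leaving out every window positive in more than 1 library left 12 libraries past the threshold. The same number had the smallest p that the draws can give for this distance, so these counts can hardly fall, and the median ratio to the draws in the 13 libraries above went from 3.09 to 2.89. For the 5 libraries of these pairs, carried material may account for the shared windows. A candidate explanation is that the libraries hold DNA of a nuclear slice at low yield. It cannot be told apart from material of libraries that passed quality control, which are not analysed here. Nor can it be told apart from what gave positive windows in the water controls.

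Coverage differed between chromosomes more than expected from randomly placed runs of windows in 14 of the 15 libraries (adjusted p from 0.00012 to 0.00043 in those 14, and 0.051 in f13d5). If all libraries detected the same chromosomes more often, their ranks of the chromosomes would be alike. Kendall's W was 0.0886 against a mean of 0.0638 with ranks permuted within libraries (permutation test, one-sided p = 0.116), so the libraries did not share a detectable order of chromosomes. No biological explanation was tested.

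The window on chromosome 2 from 98480001 to 98520000 (mm9) was positive in 15 of 15 libraries, including f13d5 with its 14 positive windows. The annotation places the genes Gm10801 and Gm10800 in this window, with exons of both inside it. The mitochondrial window was also positive in 15 of 15. Next came a pair of windows tied at 7 libraries, on chromosome 6 from 103560001 to 103600000 within Chl1, with exons of that gene, and on chromosome 11 from 3040001 to 3080000 within Sfi1, also with exons, close to the first assembled window of that chromosome, which starts at 3000001. These last windows were chosen after their values were seen, because they tie. Across chromosomes 1 to 19 and X, 9 windows were positive in at least 4 libraries against 2.67 in rotated tracks (one-sided p = 0.0032). None of these 9 windows holds unknown bases, so leaving out windows with unknown bases could change only the draws. The drawn number was then 2.88 (rotated tracks, one-sided p = 0.0064), and it was 2.78 with redraws within GC deciles (one-sided p = 0.0024). These are close to 2.67, so the size of the excess hardly changed. Sequence repeated inside the window was tested as an explanation. The percentage of 24-mers that occur at least 5 times in their window averaged 0.599% in these 9 windows and 0.677% in 12462 windows positive in 1 library (permutation test, two-sided p = 0.7), so the windows do not stand out by this measure. The test does not see sequence that is present in many copies in the genome but assembled once, and that explanation was not tested. No biological explanation was tested.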

How the results depend on the processing

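The number of libraries whose positive windows adjoin more than chance was 14 under each of the 8 alternatives tried, a number that can hardly move because 11 libraries had the smallest p the draws can give. The median ratio to the draws in the 13 libraries with at least 100 positive windows moved more, from 4.93 to 2.98 when windows were redrawn among those positive in at least 1 library and to 11.2 when redrawn over the whole genome. The number with clustering over 0.4 to 1 Mb was 12 or 13 under its 8 alternatives, and the median ratio went from 3.09 to 2.21 and 6.26 in those redraws. The number with uneven coverage of chromosomes was 14 or 15 under its 3. The alternatives that use only windows without unknown bases, windows positive in at most 1 library, GC deciles or GC weighting were chosen after seeing the data. Median genome coverage was 1.02% and rose to 4.98% when only windows positive in at least 1 library were counted, which follows from the smaller number of windows. The median number of chromosomes above the mean coverage was 1, and 9 or 7 when the mean was replaced by the library's genome coverage or was taken over chromosomes 1 to 19 and X. Without the mitochondrial window, an alternative chosen after seeing the data, it was 11. That window is positive in 15 of 15 libraries and is 1 of the 35 sequences averaged, so it lifts the unweighted mean to at least 2.87% in each library, and in 8 libraries it alone exceeds the mean.

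The number of windows shared by at least 3 libraries was 89 (one-sided p = 0.153). For at least 2 libraries it was 1456 (p = 0.085) and for at least 4 it was 9 (p = 0.0032), so the rotation test passed 0.05 only at the highest of these 3 numbers. With windows redrawn within their chromosome, p was 0.019 for at least 2 libraries, 0.093 for at least 3 and 0.0017 for at least 4. Across the 15 fits that each left out one replicate the number of windows ranged from 52 to 89, with p from 0.012 to 0.386. Without f13e1 (p = 0.038) or f13g3 (p = 0.012) the test passed 0.05; the cause was not tested.

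The co-segregation ratio at the listed SLICE contacts was 0.838 times that of shifted contacts. It ranged from 0.770 to 0.905 across the 15 fits that each left out 1 library. For contacts under 1 Mb apart it was 1.096 (one-sided p = 0.366), the reverse direction; the cause was not tested. The difference between f13 and f14 libraries kept its direction and stayed on the same side of 0.05 under each alternative tried, as did the difference of chromosome X from the autosomes under the alternatives other than the sign test and the leaving out of libraries. Both of these were chosen after seeing the data. The sign test counted 13 libraries lower on X (p = 0.0074). Across the 15 fits that each left out 1 library the mean difference ranged from -0.576 to -0.0589 percentage points. Only without f14f2 did it pass 0.05 (exact sign-flip permutation test, p = 0.002).

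Coverage rose with the percentage of reads mapped (rho = 0.61, n = 15). The relation no longer passed 0.05 without the 2 libraries farthest from the median of that percentage (rho = 0.456, permutation p = 0.12) or within the f14 libraries (rho = 0.524, n = 8, exact permutation p = 0.197). Coverage against uniquely mapped reads also lost its call within the f14 libraries (rho = 0.667, n = 8, exact permutation p = 0.083). The proportion with a neighbour against the percentage of reads mapped passed 0.05 within the f13 libraries (rho = 0.929, n = 7, exact permutation p = 0.0067) and with Pearson's r (r = 0.583, permutation p = 0.026). Coverage against the percentage of reads matching human changed sign within the f13 libraries (rho = 0.107, n = 7, exact permutation p = 0.84). Apart from the change to Pearson's r, these alternatives use fewer libraries, which alone can move rho and p. No difference in a relation between the f13 and f14 libraries was tested, so these changes do not show that the prefixes differ. The cause was not tested for these changes. The p-values of these alternatives are unadjusted.

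No paired comparison of conditions was possible because the libraries form one group. The depth behind each call is unknown, which limits any statement that a window is absent from a library.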

Differences from the paper's values

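No value differed from the paper's by the measures compared. For each of the 15 libraries, genome coverage, the proportion of positive windows with a neighbour and the number of positive chromosomes equalled the paper's values in Supplementary Table 2. The number of positive chromosomes did so when chromosomes of the table were counted whose coverage exceeded the unweighted mean over all of them.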

Other observations

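The sign tests of chromosome X, the comparison of chromosome X with single autosomes and the comparisons with passed libraries of the same collection were chosen only after the results were seen. Read numbers, quality-control calls and the values of libraries other than the 15 analysed here are the paper's, from Supplementary Table 2. That table lists 560 libraries of 1 nuclear profile. Those that passed quality control number 481 and have from 15.06% to 78.79% of reads mapped, and the 79 that failed have from 0.27% to 14.85%. The median genome coverage of the passed libraries is 6.14%, against 1.02% in the 15 libraries. Of the passed libraries, 26 have a genome coverage below the median of the 15 libraries, and the lowest is 0.0205%. The collection that these 15 libraries belong to has 89 libraries, of which 74 passed. The other collection has 407 that passed. The paper's text divides the 481 into published and additional libraries, in numbers that differ slightly from these.

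The 15 libraries had a lower proportion of positive windows with a neighbour than the median of 0.842 of the paper's passed libraries, in 15 of 15 libraries and by -0.540 on average. The passed libraries of the same collection have a lower median, 0.736, and the mean difference from it was -0.433, with 15 of 15 libraries lower (exact sign-flip permutation test, two-sided p = 6.1e-05, the smallest it can give), so the collection does not fully account for the difference. Each library was compared with the median of the 5 passed libraries nearest in uniquely mapped reads. The mean difference was then 0.0371 ± 0.155 (SD, n = 15), with 4 of 15 libraries lower (exact sign-flip permutation test, two-sided p = 0.389). Against the 5 nearest in genome coverage it was -0.156 ± 0.121 (SD, n = 15), with 12 of 15 lower (two-sided p = 0.00098). Among passed libraries of that collection only, these differences were 0.0534 ± 0.129 (SD, n = 15, permutation p = 0.129) and -0.0590 ± 0.0949 (SD, n = 15, permutation p = 0.032). Fewer uniquely mapped reads may therefore account for the lower proportion. Matching on coverage left a smaller mean difference, -0.156 against -0.540, and -0.0590 against -0.433 within the same collection. Lower coverage may thus account for much of the lower proportion, but does not fully account for it. The same passed libraries serve several of the 15, so the differences are not fully independent, and only 26 passed libraries have no more uniquely mapped reads than the highest of the 15. No biological explanation was tested.

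In all, 4 relations between library measures were computed. Coverage rose with uniquely mapped reads (Pearson r = 0.850, permutation p = 0.00017, adjusted 0.00068; Spearman rho = 0.843, p = 0.00014, adjusted 0.00056; n = 15), and r was 0.861 without the 2 libraries farthest from the median of reads. Within the f13 libraries rho was 0.964 (n = 7, exact permutation p = 0.0028) and within the f14 libraries 0.667 (n = 8, exact permutation p = 0.083). Coverage also rose with the percentage of reads mapped (r = 0.598, permutation p = 0.022, adjusted 0.035; rho = 0.614, p = 0.017, adjusted 0.035; n = 15), but r was 0.510 (permutation p = 0.076) without the 2 farthest libraries, f13d5 and f14e5, and no longer passed 0.05 on the 13 libraries left. With log10 of coverage r was 0.633 (permutation p = 0.0099). For the proportion with a neighbour against the percentage of reads mapped, r was 0.583 (permutation p = 0.026, adjusted 0.035) and rho 0.525 (p = 0.047, adjusted 0.063), with r at 0.463 (p = 0.11) without those 2 libraries and rho at 0.929 within the f13 and 0.190 within the f14 libraries. Coverage showed no detectable relation with the percentage of reads matching human (r = -0.215, permutation p = 0.528, adjusted 0.528; rho = -0.225, p = 0.421, adjusted 0.421; n = 15). In that relation r was 0.0684 without the 2 farthest libraries, and rho was 0.107 within the f13 and -0.238 within the f14 libraries. The relation of coverage to reads that match nothing in the paper's screen was not computed. The median percentage of such reads was 81.87% in the 15 libraries, against 12.13% in the passed libraries.

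Library f14g6 stands apart in the paper's screen, with 91.3% of its reads matching human. It had 325 positive windows, and its pairs of positive windows 0.4 to 1 Mb apart were 5.12 times as many as in the draws, the highest of the 15 libraries. No cause was tested.

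The libraries were tested for sharing windows, and no excess was detectable at 3 or more libraries (89 windows against 77.5 in rotated tracks, one-sided p = 0.153). With nothing to explain at this number, removing windows with unknown bases (p = 0.27) and redrawing within GC deciles (p = 0.171) cannot tell a cause.

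SLICE contacts listed by the paper were examined in these libraries, which the paper did not use to find them. Both windows were positive in 32 combinations of library and contact and at least 1 in 810, a co-segregation ratio of 3.95% against 4.71% for shifted contacts (one-sided p = 0.698). The contacts used are the 1999 given in the supplement text, which lie on only some of the chromosomes, and 2712 more were not tested. No excess was detectable for the contacts tested at this coverage, and nothing can be said about the others. With the ends of each contact taken from different libraries the ratio was 0.774 times that of shifted contacts, and without windows with unknown bases p was 0.758, so neither window detectability nor assembly gaps could be told apart from no effect.

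Chromosome X was covered at 1.37% ± 2.08 (SD, n = 15) and the autosomes at 1.58% ± 1.49 (SD, n = 15), a difference of -0.211 percentage points (exact sign-flip permutation test, two-sided p = 0.683). Coverage of X was lower in 13 of 15 libraries and higher in 2, and X ranked 8 of 20 chromosomes from the lowest. The mean difference was not detectable against the spread between libraries, to which f14f2 contributes most, with 6.79% on X and 1.90% on the autosomes. For the mean difference, weighting the autosome windows to the GC content of X gave p = 0.768 and leaving out windows with unknown bases gave p = 0.683. An exact sign test of the 13 lower libraries gave two-sided p = 0.0074, and p was 0.0074 with the GC weighting and 0.0074 without windows with unknown bases, since the same number of libraries was lower each time. The mean difference moved only from -0.211 to -0.174 and -0.223, so these counts are weak evidence on either explanation. A sign test assumes that a chromosome is as often lower as higher, whereas the median autosome was lower than the other autosomes in 10 of 15 libraries. Of the 19 autosomes, 1 (chromosome 7) was lower in as many libraries as X. No biological explanation was tested. Chromosome Y had 4 positive calls, in 2 libraries.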
